A study of Mus musculus with 40 samples. Its data were reported in "Comprehensive Transcriptional Profiling and Mouse Phenotyping Reveals Dispensable Role for Adipose Tissue Selective Long Noncoding RNA Gm15551" (2022).

How the data were processed

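Histone marks were measured by chromatin immunoprecipitation with sequencing (ChIP-seq), in which DNA bound to a modified histone is enriched with an antibody and sequenced. The tissue was brown adipose tissue of wild type C57BL/6N mice. The series holds 40 samples from 8 mice, each with H3K4me3, H3K27ac, H3K4me1, H3K27me3 and an input, which is chromatin sequenced without enrichment. The 32 ChIP samples each had a peak list. The 8 inputs were not analysed here except through those lists.

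According to the methods of the study, reads were quality-filtered with cutadapt, aligned to GRCm38 with bowtie2 and used to call peaks with macs2 against the corresponding input. One list per library was used here. Versions, filter settings and the calling threshold are not given in the sources used here. The smallest −log10 q in any deposited list was 1.30, which corresponds to a q of at most 0.05. Each peak carries a fold enrichment, which is a ratio of ChIP pileup to local background computed by the authors. Each peak also carries −log10 p and −log10 q values, which the authors obtained from the peak caller within that library. These values were used to describe, rank or filter peaks within a list and were not compared between lists. Each list carries the number of one mouse, so the mouse was taken as the replicate. The methods can also be read as tissue of a pair of mice in each experiment. No peak ended beyond the end of any of the 22 reference chromosomes compared, the mitochondrial one included. Coordinates are 1-based on GRCm38, and genes were taken from the GENCODE M21 basic annotation.

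Samples were grouped by the temperature, diet and mouse number in their labels. The numbers identify the same animal across marks. Log10 numbers of peaks of the same mouse correlated between marks at Pearson's r of 0.679 to 0.922 over 8 mice for the 6 pairs of marks, so comparisons between marks were also made within mice. The numbers do not pair mice of different conditions. The study's methods state no test between conditions for these libraries. Differences in log10 number of peaks between 4 and 4 mice were tested by a two-sided exact permutation test over 70 assignments, whose smallest p is 0.0286. Single conditions were not tested against each other here, and an exact test of 2 against 2 mice cannot go below 0.333. The interaction was the cold effect on NCD minus the cold effect on HFD, tested by exact permutation over 2520 assignments. Regions were unions of peaks overlapping by at least 1 bp over the 8 mice of a mark. Regions with a peak in all 4 mice of one group and in none of the other were counted for each of the 35 splits of the mice into 4 and 4. No single region can pass an adjustment over all regions in an exact test of presence, since 0.0286 is its smallest p. Similarity was the base-pair Jaccard index (shared bases over all bases covered), tested one-sided by exact permutation, with same-group pairs expected to be higher. Marks were compared over 8 and 8 libraries by a two-sided exact permutation test over 12870 assignments (smallest p 0.000155), or within mice over 256 sign flips (smallest p 0.00781). For the shares of peaks, a peak was at a transcription start site (TSS) when its summit lay within 1000 bp. For Lep, Acta1, Pygm and the marker lists, any overlap of a peak with that window counted. Presence of peaks at the Gm15551 locus was tested by Fisher's exact test. The Benjamini-Hochberg adjustment was applied over the 8 tests of number, the 4 interactions, the 8 similarity tests, the 8 tests by temperature and diet and the 6 between marks at the locus, the 6 depth relations, the 3 marker lists, and within each measure for marks. The threshold was 0.05.

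Groups, tests, alternatives and the rule for named genes were fixed before the data were examined, with the exceptions named here. The rule named 17 genes whatever their values: Gm15551, Camk2d, Ucp1, Cidea, Dio2, Elovl3, Adcy3, Pparg, Adipoq, Fabp4, Lep, Prdm16, Ctcflos and H19, with Actb, Alb and Neurod1 as controls. It also named, for each mark and factor, at most the 3 regions with a peak in all mice of one group and none of the other that had the highest median −log10 q. Acta1, Pygm, Jph2, Fgf21 and Gdf15 were looked at singly after their values were seen, and the first 2 of these are reported with the muscle genes. The depth relations, the comparison of lower-numbered and higher-numbered mice, the comparison with the 200 regions of nearest rank and its limit of 5%, the marker lists, the mitochondrial tests and the limits of 10% and 95% in the closing tests were also chosen after the data were seen. How each closing test would be read was written down after it had been run. For Gm15551, the planned region was the exon 1 interval deleted in the knockout mice of the study. The paper labels that interval GRCm38, but as printed it lies outside the annotated exon 1 in GRCm38. It held no peak in any library, and annotated exon 1 was made the main region after this was seen. Whether the printed coordinates are on another assembly was not tested. In GRCm38 they lie outside Camk2d, the gene that contains Gm15551, so the zeros of that interval do not bear on the locus.

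Alternatives were peaks with −log10 q of at least 5, the 3000 peaks of each library with the highest −log10 p, base pairs covered, peaks within 1000 bp merged, chromosomes 1 to 19 alone, permutation within the other factor, 50% cover of a region or peak, at most 1 exception in a region, a region-based Jaccard index, a TSS window of 2500 bp, exon 1 widened by 2000 bp, within-mouse tests, and leaving out each mouse in turn. Permutation within the lower-numbered and higher-numbered mice of the conditions was added after the data were seen. For Gm15551, the planned interval as printed is given as an alternative to annotated exon 1.

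Read totals were not used here. A relative depth was recovered from the lists instead. The fold and p of a peak together give the background the caller used, in fragments at the summit, and the factor by which the ChIP pileup was multiplied. The commonest background over up to 1000 peaks was kept when at least 15 solutions agreed, and was divided by the shortest peak width to give fragments per kb. This procedure was settled after several exploratory versions on the same lists. It gave a value for 27 of 32 libraries; 5 lists were too short. The check that did not rest on the model was agreement between marks: the input background of one mouse differed by at most 0.915% between its lists, in the 6 mice whose ChIP had been scaled down. On simulated data built on the same model, 5 of 5 backgrounds were recovered. For the region counts by temperature and by diet, 200 of 200 planted regions were recovered in each among 1344 simulated regions, with 0 false ones. All simulated mice shared the same other peaks, and planted regions were in every mouse of the group. This therefore checked the counting alone. Differences in depth and list length between mice were not simulated, so it does not show how many false regions real lists give.

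3 lists of marker genes, for skeletal muscle (20 genes), white adipose tissue (10 genes) and genes raised in obese adipose tissue (16 genes), were written from general knowledge after genes near NCD-only and cold-only regions had been viewed. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, matplotlib 3.10.9 and blastn 2.17.0 were used.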

Results

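Brown adipose tissue is a heat-producing fat depot, and C57BL/6N is an inbred mouse strain. H3K4me3, H3K27ac, H3K4me1 and H3K27me3 were profiled in 8 mice aged 20 weeks. The mice had been kept warm or at 4 °C for 24 h, and fed a normal chow diet (NCD) or a high-fat diet (HFD) for 12 weeks from 8 weeks of age. Mice 1 and 2 were warm NCD, mice 4 and 5 cold NCD, mice 7 and 8 warm HFD, and mice 10 and 11 cold HFD, so that each of the 4 conditions had 2 mice. The 32 lists held 457842 peaks. H3K4me3 lists held 20030 ± 3409 peaks (SD, n = 8) and ranged from 13517 in mouse 7 to 24104 in mouse 11. H3K27ac lists held 24812 ± 12209 peaks (SD, n = 8) and ranged from 3224 in mouse 7 to 40604 in mouse 11. H3K4me1 lists ranged from 12 peaks in mouse 7 and 18 in mouse 10 to 27568 in mouse 5. H3K27me3 lists ranged from 20 peaks in mouse 10 to 6428 in mouse 5.

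**Figure D1:**
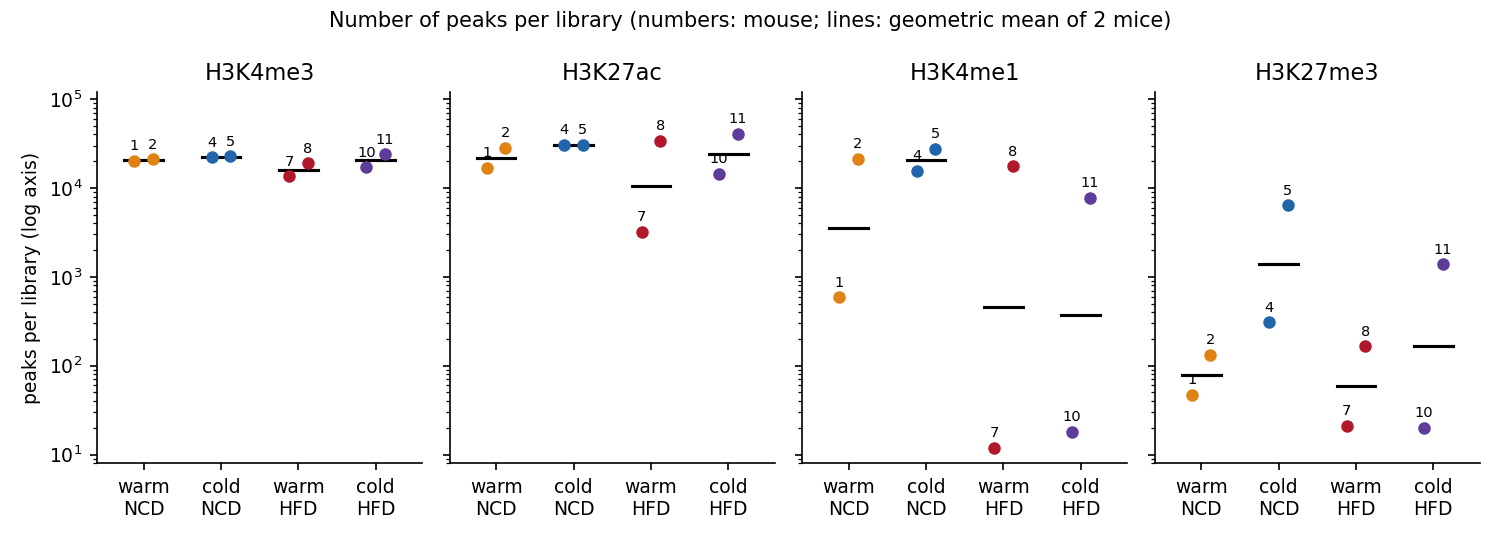
Number of peaks per library on a log axis, for each mark and condition. Each point is 1 mouse with its number, and each line is the geometric mean of the 2 mice of a condition. Mice 7 and 10 had 12 and 18 H3K4me1 peaks, against 17597 and 7774 in the other mouse of their conditions.

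The depth at which peaks were called was recovered from the lists. In 19 of the 27 libraries with a value, the ChIP signal had been multiplied by a factor between 0.176 and 0.988 to match a shallower input. The other 8 libraries, from mice 8 and 11, had not been scaled down. The depth after scaling ranged from 2.34 to 10.4 fragments per kb. Input depth was lowest in mice 7 and 10, at 2.35 and 2.37 fragments per kb, followed by 3.33 in mouse 1, 4.07 in mouse 2, 4.78 in mouse 5 and 5.37 in mouse 4. Each diet therefore contained libraries called at different depths, and HFD contained both the shallowest and the deepest. For H3K27ac, the number of peaks ordered the 8 mice exactly as the depth after scaling did. Spearman's rho was 1, with an exact permutation p of 4.96e-05, the smallest possible, and an adjusted value of 0.000298 over 6 relations. Pearson's r was 0.762 (exact permutation p = 0.0121, adjusted 0.0726), and 0.817 without mice 8 and 11, the farthest from the median depth (exact permutation p = 0.00417). For H3K4me3, rho was 0.738 (exact permutation p = 0.0458, adjusted 0.115) and r was 0.660 (exact permutation p = 0.0718, adjusted 0.144). Without mice 8 and 11, r was 0.891 (exact permutation p = 0.00278). For H3K4me1 in the 6 mice with a value, rho was 0.143 and r 0.541 (adjusted exact permutation p of 0.803 and 0.317). Without mice 1 and 8, r reversed to −0.377 (exact permutation p = 0.667). ChIP depth before scaling was related inversely to the number of H3K27ac peaks, with a rho of −0.714 that did not pass (exact permutation p = 0.0576, adjusted 0.115). With ChIP depth, rho was −0.667 for H3K4me3 and −0.371 for H3K4me1 (adjusted exact permutation p of 0.125 and 0.597). Among the 6 mice scaled down, r for H3K4me3 was −0.825 (exact permutation p = 0.025, not adjusted). All of these relations were tested after the data were seen.

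**Figure D2:**
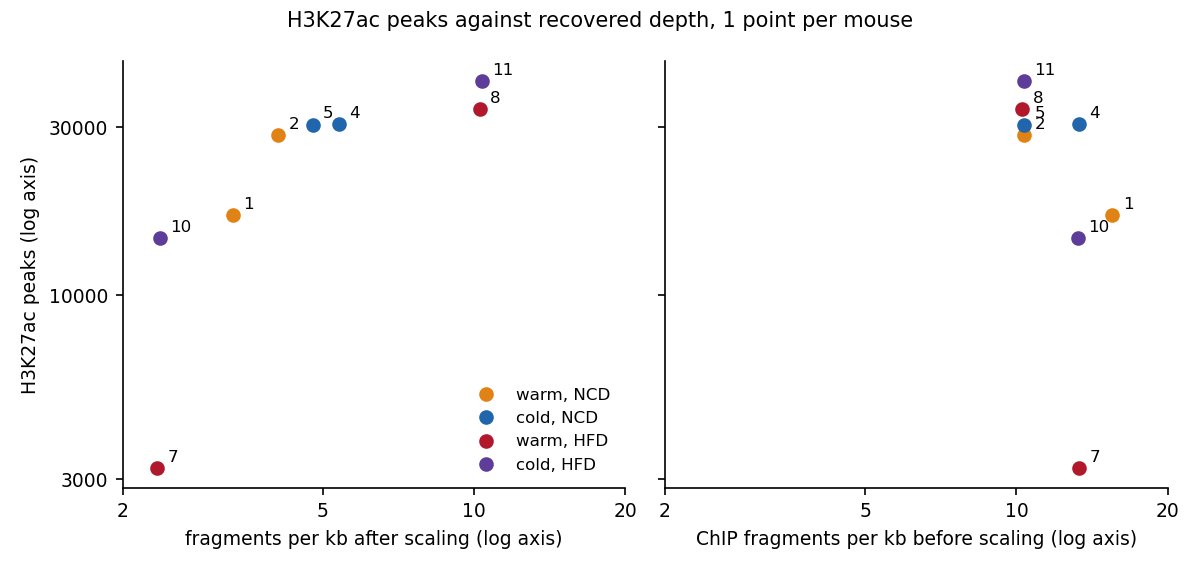
Number of H3K27ac peaks against recovered depth in fragments per kb, all on log axes, with 1 numbered point per mouse coloured by condition. The left panel shows depth after scaling to the shallower of ChIP and input, and the right panel shows ChIP depth before scaling. Mouse 7 had 3224 peaks at 2.34 fragments per kb after scaling, and mouse 11 had 40604 at 10.4.

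The design asks whether temperature or diet changed the number of marked sites. No difference exceeded the spread between mice for any mark. Geometric mean numbers in cold and warm mice were 21405 and 18215 for H3K4me3, 27218 and 15124 for H3K27ac, 2789 and 1278 for H3K4me1, and 485 and 68.2 for H3K27me3. Exact permutation p-values for temperature were 0.286, 0.429, 0.743 and 0.229 (n = 4 and 4). In HFD and NCD mice the geometric means were 18081 and 21564 for H3K4me3, 15918 and 25861 for H3K27ac, 415 and 8597 for H3K4me1, and 99.1 and 334 for H3K27me3. Exact permutation p-values for diet were 0.2, 0.629, 0.2 and 0.429. The lowest adjusted value of the 8 tests was 0.571. Interactions of temperature and diet had exact permutation p-values of 0.543 or higher and did not pass. Leaving out mouse 11 moved the H3K4me3 diet test to an unadjusted exact permutation p of 0.0286. Leaving out mouse 10 did the same for H3K27me3 and temperature. In the lower-numbered and the higher-numbered mice of the conditions, 6 of the 8 differences had the same direction and the other two reversed. The HFD to NCD ratio of H3K27ac peaks was 0.301 among mice 1, 4, 7 and 10 and 1.26 among mice 2, 5, 8 and 11. The cold to warm ratio of H3K4me1 peaks was 6.30 in the former and 0.755 in the latter. The higher-numbered mouse had more peaks in 15 of 16 comparisons of a mark and condition. This did not pass either, at an exact permutation p of 0.0857 over all marks combined.

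Regions with a peak in all 4 mice of one group and none of the other were counted next. For H3K4me3, 176 of 28739 regions followed diet, 172 of them present in NCD, and 46 followed temperature. For H3K27ac, 155 of 47548 regions followed temperature, 154 of them present in the cold, and 42 followed diet, all present in NCD. For H3K4me1, 58 of 46451 regions followed diet and 0 followed temperature. For H3K27me3, 6 of 7108 regions followed diet and 0 followed temperature. The lists of mice 7 and 10 held only 12 and 18 H3K4me1 peaks, and 21 and 20 H3K27me3 peaks. Mouse 7 was warm and mouse 10 cold, so few regions of these marks could follow temperature, and both counts of 0 were nearly fixed in advance. Both mice were HFD, so NCD-only regions were not limited in this way. For these 2 marks the counts by diet and by temperature therefore cannot be compared. Other splits of the same mice gave larger counts. The highest were 282 for H3K4me3, 1085 for H3K27ac, 1817 for H3K4me1 and 9 for H3K27me3, and 3 or more of the 35 splits, the real one included, reached each real count. The H3K27ac split with 1085 regions set mice 1, 4, 7 and 10 against mice 2, 5, 8 and 11. Allowing at most 1 exception moved the counts most, for example from 176 to 1482 for H3K4me3 and diet.

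The NCD-only H3K4me3 region with the highest median −log10 q, 63.7, was at chromosome 6, 29059843 to 29062939, over exon 1 and part of intron 1 of Lep, which encodes leptin. The HFD-only H3K4me3 regions with the highest values lay at chromosome 1, 24611584 to 24616129, over the pseudogene Gm28437 and its neighbours, and on the mitochondrial chromosome from 9954 to 16229. The cold-only H3K27ac region with the highest value was at chromosome 8, 70630963 to 70631602, within Gdf15, with median −log10 q of 16.5. It was followed by a region 3322 bp from the TSS of Mroh5 and one in an intron of Slc6a13. The cold-only H3K4me3 region with the highest value was at chromosome 10, 81393526 to 81394033, in Smim24, 152 bp from its TSS. The NCD-only H3K27ac region with the highest value was at chromosome 10, 77051888 to 77053990, over Col18a1 and Slc19a1. These regions describe the lists. None can pass adjustment in an exact test of presence of a peak in 4 against 4 mice, and their signal was not tested here.

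Peak sets of mice of the same diet or temperature were compared with those of different groups. For H3K4me3 the Jaccard index was 0.625 within diets and 0.580 between diets (one-sided exact permutation p = 0.0571, adjusted 0.229). For H3K4me1 it was 0.136 and 0.0476, and for H3K27me3 0.143 and 0.0432, each with an exact permutation p of 0.0857 and 0.229 after adjustment. The pair of mice 7 and 10, with lists of 12 to 21 peaks, had the highest index for both, 0.680 and 0.752, and 4 peaks of each list were mitochondrial. Without mouse 7 the differences of 0.0881 and 0.0994 fell to 0.0416 and 0.0429. None of the 8 comparisons passed, and the temperature differences had exact permutation p-values of 0.4 to 0.943. Leaving out mouse 11 brought the H3K4me3 and H3K27me3 diet comparisons to an unadjusted exact permutation p of 0.0286. Single pairs of mice ranged from 0.314 to 0.827 for H3K4me3 and from 0.0449 to 0.625 for H3K27ac.

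Marks were compared because the balance of H3K4me1 and H3K4me3 was used in the study to tell promoters from enhancers. The share of peaks at a TSS was 70.6% ± 8.84 for H3K4me3, 36.6% ± 7.67 for H3K27ac, 16.8% ± 13.1 for H3K4me1 and 22.2% ± 9.17 for H3K27me3 (SD, n = 8). The same windows make up 4.25% of the genome. H3K4me3 exceeded H3K4me1 by 53.8 percentage points and H3K27ac by 34.0, in 8 of 8 mice each. Both had an exact permutation p of 0.000155, the smallest possible, and an adjusted value of 0.000311. H3K27ac exceeded H3K27me3 by 14.5 points in 7 of 8 mice (exact permutation p = 0.00280, adjusted 0.00373). H3K4me1 and H3K27me3 did not differ beyond the spread (exact permutation p = 0.352). Median widths were 945 ± 170 bp for H3K4me3, 518 ± 89.0 bp for H3K27ac, 318 ± 43.0 bp for H3K4me1 and 325 ± 37.3 bp for H3K27me3 (SD, n = 8). H3K4me3 peaks were wider than H3K4me1 and than H3K27ac peaks, and H3K27ac peaks were wider than H3K27me3 peaks, in 8 of 8 mice each (adjusted exact permutation p = 0.000414). These widths describe called peaks, and the extent of marked domains was not measured. The shortest peak of each H3K27me3 list was 197 to 229 bp, against medians of 296 to 409 bp. Among the 3000 peaks with the highest −log10 p, H3K4me3 was not wider than H3K27ac beyond the spread (difference of 0.0626 in log10 bp, exact permutation p = 0.601).

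**Figure D3:**
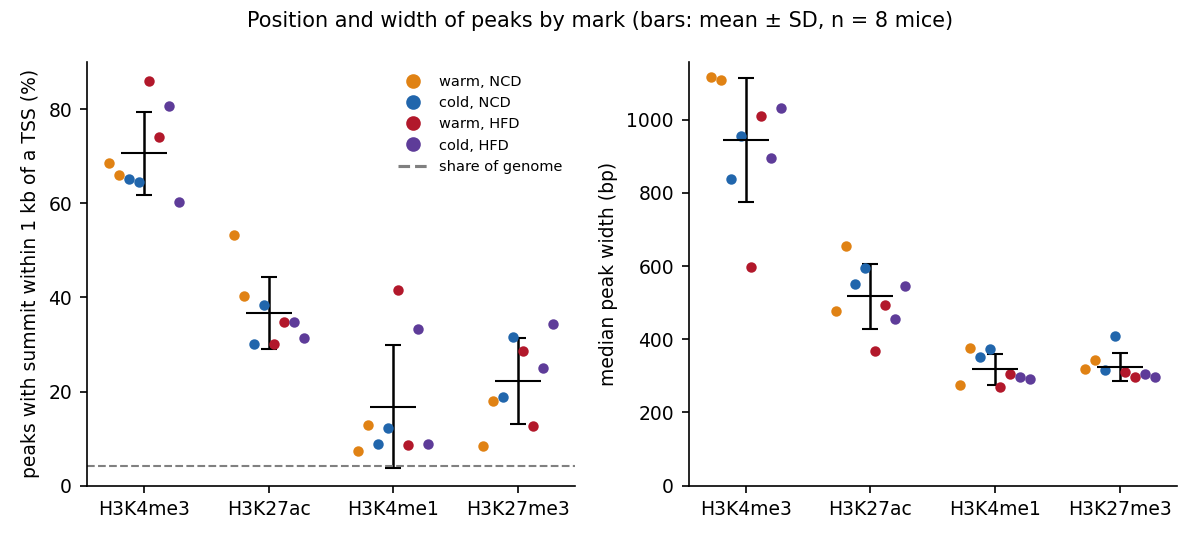
Share of peaks with a summit within 1 kb of a TSS (left, %) and median peak width (right, bp) for each mark. Points are libraries coloured by condition, bars are the mean and SD of 8 mice, and the dashed line marks the 4.25% of the genome within these windows. All H3K4me3 libraries had 60.3% or more of their peaks at a TSS.

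H3K27ac peaks outnumbered H3K27me3 peaks by 2.05 on the log10 scale in 8 of 8 mice (exact permutation p = 0.000311, adjusted 0.00124). H3K4me3 outnumbered H3K4me1 by 1.02 in 6 of 8 mice, which did not hold after adjustment (exact permutation p = 0.0423, adjusted 0.0845). With peaks of −log10 q of at least 5 it was 1.62 (exact permutation p = 0.000155, the smallest possible). H3K27ac overlapped 58.4% ± 20.3 of H3K4me1 peaks and 21.3% ± 20.7 of H3K27me3 peaks (SD, n = 8), a difference in 8 of 8 mice (exact permutation p = 0.00311, adjusted 0.00622). It overlapped 45.8% ± 18.6 of H3K4me3 peaks, which was not distinguishable from H3K4me1 (exact permutation p = 0.231). Among the 3000 highest peaks it reversed to 14.3 points higher in H3K4me3 (exact permutation p = 0.00466), but this set 8 H3K4me3 libraries against the 5 H3K4me1 libraries long enough, and so unlike mice. The shares for H3K4me1 and H3K27me3 included lists of 12 to 47 peaks.

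Gm15551 (ENSMUSG00000086679.2) is an antisense noncoding RNA gene on the minus strand of chromosome 3, 126667329 to 126669044. It lies within intron 2 of Camk2d, and its exon 1 spans 126668845 to 126669044. The study profiled histone marks to characterise this locus. An H3K4me3 peak overlapped exon 1 in 4 of 8 mice, an H3K27ac peak in 3, an H3K4me1 peak in 1 and an H3K27me3 peak in 0. The difference between H3K4me3 and H3K4me1 did not pass (Fisher's exact p = 0.282, adjusted 0.564), nor did that between H3K4me3 and H3K27me3 (Fisher's exact p = 0.0769, adjusted 0.462). Fisher's test ignores that the marks came from the same mice. Pairing H3K4me3 with H3K4me1 by mouse did not change the call. The mice with H3K4me3 were the 4 NCD mice, against 0 of 4 HFD mice. This had a Fisher's exact p of 0.0286, the smallest possible, and did not pass adjustment (0.229). With peaks of −log10 q of at least 5, the difference was 3 mice (exact p = 0.143). The authors' fold of these H3K4me3 peaks was 5.36 to 8.60, at the 12.8th to 27.6th percentile of their own lists. The H3K27ac peaks of mice 2 and 5 lay at the 84.4th and 80.8th percentile by fold, and that of mouse 4 at the 32.7th. The H3K4me1 peak of HFD mouse 8 lay at the 90.9th. Mouse 8 also had an H3K27ac peak within 1000 bp of the TSS that did not reach exon 1. Of the 200 H3K4me3 regions present in all NCD mice and closest in rank to this one, 8.5% were also missing from every HFD mouse.

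**Figure D4:**
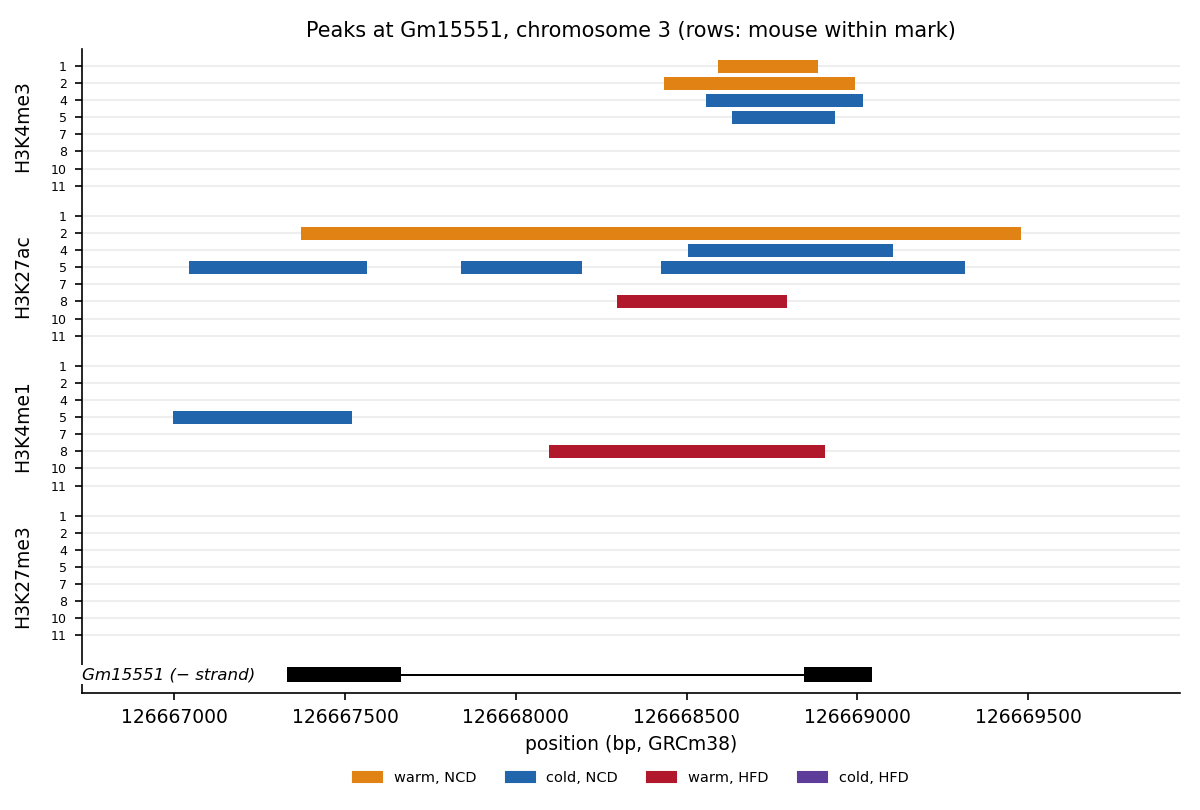
Peaks at Gm15551 on chromosome 3 (position in bp, GRCm38), with 1 line per mouse and mark, coloured by condition. Black boxes are the exons of Gm15551. H3K4me3 peaks over exon 1 lay in mice 1, 2, 4 and 5, and the H3K4me1 peak over exon 1 in mouse 8.

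Among the other named genes, Ucp1, Cidea, Dio2, Pparg, Fabp4 and Ctcflos had an H3K4me3 and an H3K27ac peak within 1000 bp of a TSS in 8 of 8 mice. Elovl3, Adcy3, Adipoq, Camk2d and Actb had H3K4me3 in 8 mice and H3K27ac in 4, 5, 7, 7 and 7. Prdm16 had H3K4me3 in 7 and H3K27ac in 5. Alb, a liver gene, had no peak of any mark there. Neurod1, a neuronal gene, had an H3K27me3 peak in mice 5 and 11 and no other mark, and H19 had H3K27me3 in mouse 5 alone. Absence of a peak in the shallow libraries means that none was detectable at their depth. Lep (ENSMUSG00000059201.12; chromosome 6, 29060220 to 29073877, plus strand) had both H3K4me3 and H3K27ac at its TSS in 4 of 4 NCD mice and in 0 of 4 HFD mice. The authors' fold of the H3K4me3 peaks at the TSS was 13.2 to 46.9. Of the 200 H3K4me3 regions closest to it in rank, 0% were missing from all HFD mice. In mouse 8, an H3K4me1 peak at 29061138 to 29061363 reached the edge of the window around the Lep TSS. Its −log10 q of 1.32 was at the 2.77th percentile of its list, near the lowest value in any list.

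**Figure D5:**
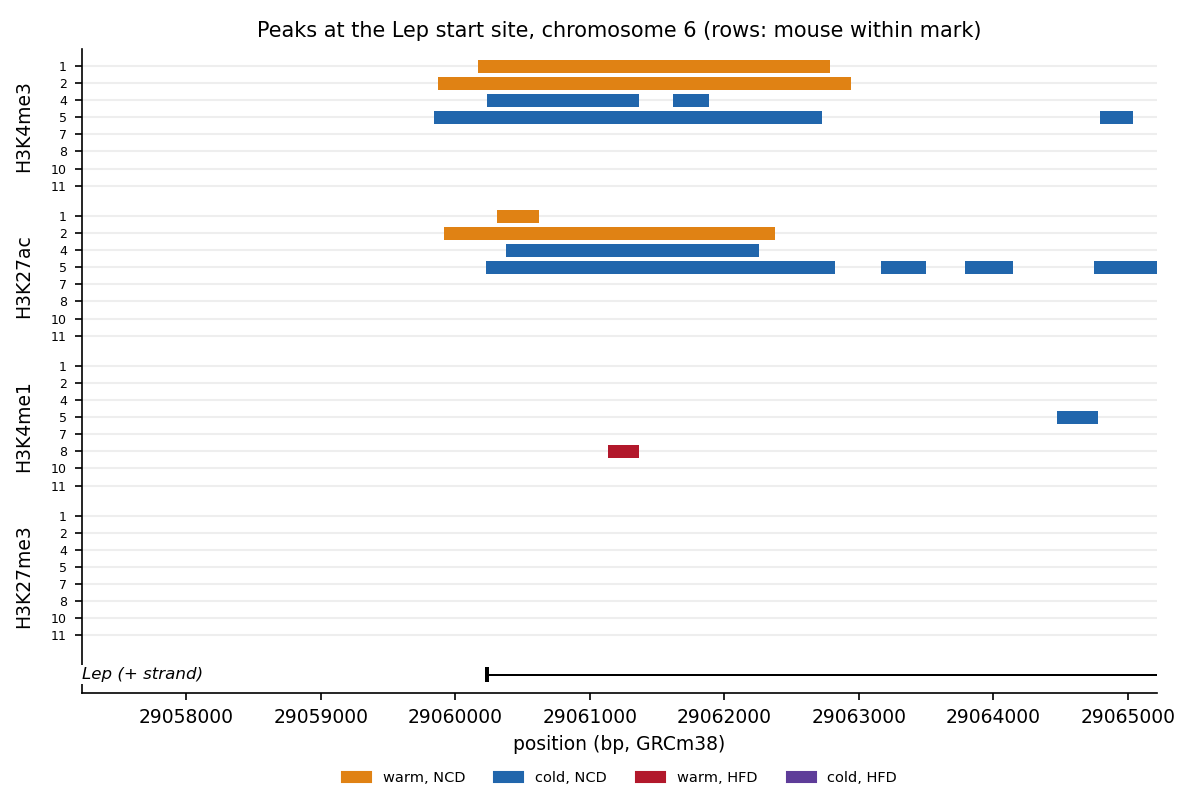
Peaks around the Lep TSS on chromosome 6 (position in bp, GRCm38), with 1 line per mouse and mark, coloured by condition. The black box is exon 1 of Lep and the line its intron 1. H3K4me3 and H3K27ac peaks at the TSS lay in mice 1, 2, 4 and 5, all NCD.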

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

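Samples were looked for that stood apart from their group, by the gap of the extreme mouse to its nearest neighbour as a share of the whole range. The tests of input depth, of ChIP depth and of a wrong mark label were chosen after these results were seen. Nothing in this part was planned except the search itself and the tests of interaction. Of 75 groups examined, 10 stood out, against 3.75 expected by chance at about 1 group in 20. No interaction of temperature and diet was found.

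Mouse 7 stood apart in the median width of H3K4me3 peaks, at 597 bp against 839 to 1117 bp in the others (gap 0.543 of the range among all mice, 0.839 among warm mice). It also had the fewest H3K27ac peaks, 3224 against 14511 to 40604 (gap 0.594). The share of H3K4me1 peaks at a TSS was 41.7% in mouse 7, against 7.43% to 13.0% in the other warm mice (gap 0.838), in a list of 12 peaks. Mouse 1 had few H3K27ac peaks among NCD mice, 16889 against 28433 to 30544 (gap 0.879), and few H3K4me1 peaks, 592 against 15676 to 27568 (gap 0.853). It also had a high share of H3K27ac peaks at a TSS, 53.2% against 30.1% to 40.3% over all mice (gap 0.556). In mouse 10, 33.3% of 18 H3K4me1 peaks lay at a TSS, against 8.92% to 12.3% in other cold mice (gap 0.861). In mouse 10, 45.0% of 20 H3K27me3 peaks overlapped H3K27ac, against 1.29% to 5.18% in other cold mice (gap 0.911).

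A shallow input library of the same mouse is a candidate explanation for these libraries. 9 of the 10 fell on the 3 mice with the lowest input depth, mice 7, 10 and 1. This does not settle it: several of the 9 rest on the same library or the same mouse, and the number of mice was set after the results had been seen. For H3K27ac, the depth after scaling to the shallower of ChIP and input ranked the mice in the same order as their number of peaks (Spearman's rho 1), which is what such a limit needs. The other marks did not show this beyond the spread, with a rho of 0.738 for H3K4me3 (adjusted exact permutation p = 0.115) and 0.143 for H3K4me1 in 6 mice (0.803). Mouse 1 had 592 H3K4me1 peaks at 3.33 fragments per kb, against 21356 at 4.07 in mouse 2. Mice 7 and 10 had 3224 and 14511 H3K27ac peaks at nearly the same depth after scaling, 2.34 and 2.37 fragments per kb. Their median H3K4me3 widths were 597 and 896 bp, at 2.35 and 2.38 fragments per kb. Input depth alone therefore does not account for the distance of mouse 7 from mouse 10. Too few ChIP reads are argued against for the H3K27ac libraries of mice 7, 10 and 1. Their recovered ChIP depth was 13.2 to 15.5 fragments per kb, against a median of 10.4 in the other 5. The H3K4me1 and H3K27me3 libraries of mice 7 and 10 had no recovered depth, so for them this stays open. Tissue quality or a difference between animals was not tested.

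Mouse 5 had wider H3K27me3 peaks, with a median of 409 bp against 296 to 344 bp (gap 0.535). An H3K27ac library under the H3K27me3 label was weighed as a source. Of these H3K27me3 peaks, 1.29% overlapped an H3K27ac peak of the same mouse, where such a library would overlap nearly throughout, so a wrong label of that kind is excluded. Of the same peaks, 24.5% overlapped an H3K4me3 peak of mouse 5, and 31.5% lay at a TSS. The 8 H3K4me3 libraries had 60.3% to 86.0% of their peaks at a TSS. An H3K4me3 library under the H3K27me3 label was not tested apart, but these values argue against it. The H3K27me3 list of mouse 5, with 6428 peaks, was also the longest for this mark, and the other lists held 20 to 1392. A difference of this animal from the others, or of cold NCD mice, was not tested.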

How the results depend on the processing

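The permutation within lower-numbered and higher-numbered mice, and annotated exon 1 as the region for all Gm15551 values except those of the printed interval, were chosen after the data were seen; the other alternatives were planned. Calls here use the unadjusted p of 0.05. Where a cause is not stated, the cause was not tested.

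Shares of peaks at a TSS kept direction and side of the threshold in all 44 values. Numbers of peaks by temperature and diet did so in 108 of 112, and differed only when a mouse was left out. The 16 permutations within the other factor or within lower-numbered and higher-numbered mice could not pass, since neither can go below an exact p of 0.0556, and so say nothing on stability. H3K4me1 by diet was at that floor within lower-numbered and higher-numbered mice. With each mouse left out in turn, the H3K4me3 diet difference ranged from −0.118 to −0.0344 (log10) and passed without mouse 11 alone. The H3K27me3 temperature difference ranged from 0.478 to 1.31 and passed without mouse 10 alone. The H3K4me3 temperature difference ranged from 0.0269 (without mouse 7) to 0.102 (without mouse 10), the H3K27ac temperature difference from 0.0314 (without mouse 7) to 0.372, the H3K27me3 diet difference from −0.910 (without mouse 11) to −0.0992 (without mouse 5), and the H3K4me1 diet difference from −1.86 (without mouse 8) to −0.804 (without mouse 7), none passing. The H3K27ac diet difference ranged from −0.346 to 0.0204 and H3K4me1 temperature from −0.337 to 1.07, both reversing without mouse 7. The interaction ranged from −0.141 to 0.00895 for H3K4me3 (reversed without mouse 7 and without mouse 11, 0.00746), from −0.733 to 0.288 for H3K27ac, from −0.727 to 2.44 for H3K4me1 and from −0.123 to 1.72 for H3K27me3, never passing. It reversed for H3K27ac without mouse 7 (0.288) or 11 (0.000810), for H3K4me1 without mouse 8 (−0.727) or 10 (−0.461), and for H3K27me3 without mouse 10 (−0.123).

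Counts of regions following a factor moved by over 1.5 times in 42 of 94 values. With −log10 q of at least 5 they were 20 for H3K4me3 and temperature, 42 and 19 for H3K27ac and temperature or diet, and 11 for H3K4me1 and diet. Requiring 50% cover also left 11 for H3K4me1 and diet. Among the 3000 highest peaks they were 27 and 34 for H3K4me3 and temperature or diet, 29 for H3K27ac and temperature, and, over 5 libraries, 198 and 373 for H3K4me1. With at most 1 exception, which admits more regions by construction, temperature and diet gave 676 and 1482 for H3K4me3, 1685 and 826 for H3K27ac, 198 and 2803 for H3K4me1, and 74 and 30 for H3K27me3. Leaving out a mouse also loosens the condition. It gave 48 to 530 and 183 to 1091 for H3K4me3, 161 to 974 and 43 to 395 for H3K27ac, 0 to 198 and 58 to 2625 for H3K4me1, and 0 to 72 and 6 to 19 for H3K27me3. For temperature, H3K4me3 moved to 87, 80, 530 and 86 without mouse 2, 7, 10 or 11, H3K27ac to 326, 276, 538 and 974 without mouse 2, 5, 8 or 10, H3K4me1 to 198 without mouse 10, and H3K27me3 to 1, 72 and 1 without mouse 8, 10 or 11. For diet, H3K4me3 moved to 344 and 1091 without mouse 1 or 11, H3K27ac to 395, 86, 122, 128 and 267 without mouse 1, 4, 7, 8 or 11, H3K4me1 to 2625, 147 and 118 without mouse 1, 8 or 11, and H3K27me3 to 19 and 11 without mouse 1 or 11. In 4 of these, 1 of 35 splits, the real one, reached the count: H3K4me3 and H3K27me3 with temperature without mouse 10, H3K4me3 with diet without mouse 11, and H3K4me1 with diet without mouse 1.

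Jaccard differences reversed in 15 of 86 values. With −log10 q of at least 5, H3K4me3 and temperature became −0.00172; among the 3000 highest peaks, H3K27ac and temperature became 0.00872; with the region-based index, H3K27me3 and temperature became 0.000966. With a mouse left out, temperature ranged from −0.0259 to 0.0175 for H3K4me3, −0.0473 to 0.0411 for H3K27ac and −0.0564 to 0.0506 for H3K27me3. Diet ranged from 0.00289 to 0.113 for H3K4me3, −0.0451 to 0.0691 for H3K27ac, 0.0416 to 0.144 for H3K4me1 and 0.0412 to 0.141 for H3K27me3. H3K4me3 and H3K27me3 by diet passed without mouse 11 (0.113 and 0.141), and H3K27me3 by temperature reversed and passed without mouse 10 (0.0506). Temperature reversed for H3K4me3 without mouse 4 (−0.0259), 5 (−0.0233) or 7 (−0.00240), for H3K27ac without mouse 1 (0.0152), 2 (0.0411) or 8 (0.0390), and for H3K27me3 also without mouse 7 (0.000172). Diet reversed for H3K27ac without mouse 1 (−0.0152), 2 (−0.0438), 4 (−0.0228) or 5 (−0.0451).

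Between marks, pairing by mouse as a replicate block brought one number past the unadjusted threshold, H3K4me1 minus H3K27me3 at 1.02 (exact permutation p = 0.0312, adjusted 0.0625), and changed no other call. With −log10 q of at least 5, H3K4me3 minus H3K27ac in number became 0.176, and H3K4me1 minus H3K27me3 in width became 0.0717. Among the 3000 highest peaks, the width of H3K4me3 minus H3K27ac fell to 0.0626, and the H3K27ac overlap of H3K4me3 minus H3K4me1 reversed to 14.3 points and passed (exact permutation p = 0.00466; 8 against 5 libraries). With 50% overlap the latter was −23.8 points and passed too (exact permutation p = 0.0200). With a mouse left out it ranged from −17.2 to −1.22 points, the latter without mouse 7, whose H3K4me1 list held 12 peaks. With a mouse left out, H3K4me3 minus H3K4me1 in number ranged from 0.729 to 1.18, and lost its unadjusted call without mouse 1 (0.946), 4 (1.14), 7 (0.729), 10 (0.739) or 11 (1.09). H3K4me3 minus H3K27ac ranged from −0.102 to 0.0220, reversing without mouse 2 (0.00525), 4 (0.00598), 5 (0.00486), 8 (0.0220) or 11 (0.0189).

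At Gm15551, widening exon 1 by 2000 bp gave 2 mice with H3K4me1. With −log10 q of at least 5, HFD minus NCD for H3K4me3 was −3 and no longer passed. The interval as printed gave 0 mice for H3K4me3, H3K27ac and H3K4me1, and a diet difference of 0, because no peak lies there. The paper labels the printed coordinates GRCm38. In GRCm38 they lie outside Camk2d (126596302 to 126846326), the gene that contains Gm15551, so these zeros do not bear on the locus. Whether they are on another assembly was not tested. With a mouse left out, the H3K27ac diet difference was −3 to −2, passing without mouse 1 alone, and H3K4me1 was found in 0 to 1 mice, with 0 without mouse 8. Of the 8 H3K27me3 lists, 7 were too short for the 3000 highest peaks, so that alternative gave no value for this mark.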

Other observations

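The counts over other splits of the mice were planned, but how to read them was written down only after they were seen. All other tests in this part were chosen after the results they address had been seen, thresholds included, so each explanation is a hypothesis.

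Chance cannot be excluded for any count of regions that followed temperature or diet over all 8 mice with all peaks. Counts of 0 are reached by every split by construction, so they say nothing on chance. For H3K4me3 and temperature, 8 of the 35 splits, the real one included throughout, gave 46 regions or more, and for diet, 4 gave 176 or more; the highest of the other splits was 282. For H3K27ac, 8 splits reached the 155 regions of temperature and 10 the 42 of diet, with 1085 the highest elsewhere. For H3K4me1, 6 splits reached the 58 of diet and all 35 the 0 of temperature, with 1817 the highest elsewhere. For H3K27me3, 3 splits reached the 6 of diet and all 35 the 0 of temperature, with 9 the highest elsewhere. The highest H3K27ac split separated the lower-numbered from the higher-numbered mice of the 4 conditions. The labels do not say that these were handled apart. In some alternatives the real split alone reached its count, as for H3K4me3 and diet without mouse 11 (1091) and for H3K4me1 and diet without mouse 1 (2625). The same held for H3K4me3 (530) and H3K27me3 (72) and temperature without mouse 10, and for H3K4me1 and diet among the 3000 highest peaks (373), where 5 libraries allow 10 splits.

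The number of H3K27ac peaks differed up to 40604 against 3224 between mice. It rose with the depth after scaling to the shallower of ChIP and input (Spearman's rho 1, over 8 mice). Depth may therefore set a part of this number. Mice 7 and 10 had 3224 and 14511 peaks at 2.34 and 2.37 fragments per kb after scaling. Their ChIP depth before scaling was 13.3 and 13.2 fragments per kb, so depth does not account for the difference between them. Too few ChIP reads are argued against for the few peaks of mice 7, 10 and 1, whose ChIP depth was 13.2 fragments per kb or more, against a median of 10.4 in the others. Among all 8 mice rho with ChIP depth was −0.714 and did not pass, so a part of ChIP depth in the remaining differences stays open. How much of the difference is biological was not tested.

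H3K4me3 at the Gm15551 TSS was found in 4 NCD and 0 HFD mice. Lower sensitivity of the HFD libraries at peaks of this rank is a candidate explanation, since 8.5% of 200 regions of like rank were also missing from every HFD mouse. HFD mice 8 and 11 had the deepest H3K4me3 calls, 9.80 and 9.95 fragments per kb after scaling against 3.34 to 5.37 in NCD mice. The 17 of 200 regions missing from every HFD mouse are missing from both by definition, so that count is no separate evidence. Since both were called at high depth, low depth does not account for the absence in these mice. Another source of lower sensitivity was not tested. The diet effect and this limit cannot be told apart, because the H3K4me3 peaks there rank low in their lists and the diet difference did not pass adjustment. At Lep, 0% of 200 regions of like rank were missing, so lower sensitivity at that rank is argued against.

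The absence of H3K4me3 and H3K27ac peaks at the Lep TSS in HFD mice was weighed against other sources. White adipose tissue in the NCD samples would raise other genes of that tissue. Of 10 such genes, HFD minus NCD mice was −2.5 genes with H3K4me3 on average (exact permutation p = 0.0857, adjusted 0.129), with 5 genes found in more NCD mice and 0 in more HFD mice. The other 5 (Hoxc10, Tcf21, Wt1, Retn and Agt) had no peak in any mouse. The paper reports a tendency of Lep expression to be induced by HFD in inguinal white adipose tissue. That is RNA of another tissue, and its direction is opposite to that of the peaks here. Exchanged diet labels would raise genes of obese tissue in mice labelled NCD. Of 16 such genes, HFD minus NCD was −1.25 (exact permutation p = 0.457, unchanged by adjustment). Of these, 6 had a peak in any mouse, with 4 found in more NCD mice and 0 in more HFD mice. Neither settles the question, and lower sensitivity would shift every list the same way. An effect of diet on Lep stays open and was not tested apart from these.

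Acta1 and Pygm, chosen after their values were seen, had H3K4me3 at the TSS in 4 NCD and 0 HFD mice. Skeletal muscle in the NCD samples was weighed with 20 other muscle genes, of which 10 had a peak in any mouse; HFD minus NCD was −3 genes (6.75 ± 1.71 in NCD and 3.75 ± 1.50 in HFD, SD, n = 4 each; exact permutation p = 0.0857, adjusted 0.129). Of these genes, 8 were found in more NCD mice and 0 in more HFD mice. Myh4, Ckm and Atp2a1 had no peak in any mouse, and Mylpf and Myl1 had one in all 8. Muscle and lower sensitivity cannot be told apart, since all 3 lists were lower in HFD.

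Peaks on the mitochondrial chromosome were present in 16 of 16 HFD lists and 4 of 16 NCD lists, a difference of 3 marks per mouse (exact permutation p = 0.0286, the smallest possible). The 4 NCD lists were all of cold mice 4 and 5, with 2 marks each, and warm NCD mice 1 and 2 had none. The HFD-only region of chromosome 1 from 24611584 to 24616129 was 99.956% identical to mitochondrial DNA over all 4546 bp. Reads of mitochondrial DNA placed on its nuclear copy may thus produce that region. A difference in handling between the NCD and HFD samples and a diet effect cannot be told apart, because each mouse belongs to one diet.

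At Gm15551, the printed interval and annotated exon 1 do not overlap, so the values here refer to annotated exon 1. H3K4me3 peaks were found there in more mice than H3K4me1 peaks, 4 and 1, and this difference did not pass (Fisher's exact p = 0.282, adjusted 0.564). No H3K27me3 peak lay there. The signal of different marks was not compared, since fold is used only within a list.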
